A study of Homo sapiens with 43 samples. Its data were reported in "Assessment of the histone mark-based epigenomic landscape in human myometrium at term pregnancy" (2025).

How the data were processed

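RNA abundance was measured by RNA-seq in 43 myometrial specimens, each from a different person, and every specimen gave 1 library. The labels place the specimens in 4 groups: 13 from the proliferative phase of the cycle, 6 from the mid-secretory phase, 14 from post-menopausal subjects and 10 from subjects given Provera (medroxyprogesterone acetate, a synthetic progestin) at 5 to 10 mg daily. RNA was extracted with TRIzol and a column kit, and libraries were made with an Illumina TruSeq protocol. The sequencing instrument, run and extraction day of each library are not stated in the labels, so no batch term could be fitted.

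The values used are FPKM, fragment numbers scaled by gene length and by sequencing depth, as deposited. According to their methods, the authors filtered 76 bp paired-end reads at a mean quality of 20, removed adapters with cutadapt 1.12, aligned the reads to hg38 with STAR 2.5.2b and computed gene-level FPKM with Cufflinks 2.0.2. The annotation release behind the gene symbols is not stated. The table holds 20946 genes, none of them at 0 in all 43 libraries, with values rounded to 0.01 and 5.19% of entries at 0. Its name speaks of counts, but the entries are not whole numbers and the library totals lie between 587617 and 942159, so they were treated as FPKM. FPKM divides by length and by mapped fragments, which leaves the number of reads behind a value unknown. No count interval or detection floor is given for that reason, and the sequencing depth of each library is unknown. Cufflinks shares out reads that map to more than 1 place, so values of near-identical genes and of overlapping genes carry extra uncertainty.

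The design written before the data were examined assumed a count table and a count model, and named limma with a mean-variance trend as the test should the table hold FPKM. That test was used throughout. Values were transformed as log2(FPKM + 1), genes with a mean FPKM over 0.1 were kept (18838 genes), and 1 linear model with group as its only term was fitted to all 43 libraries with limma 3.58.1 in R 4.3.3, with robust empirical Bayes moderation and the trend option. Log2 fold changes are differences on this scale, so for genes near or below 1 FPKM they are smaller in size than the log2 ratio of FPKM. The 6 contrasts among the 4 groups were tested two-sided with Benjamini-Hochberg adjustment over the 18838 genes of each contrast, at an adjusted p of 0.05. Named genes were chosen by a rule also set before the data were examined: in each contrast the 3 higher and the 3 lower genes with the smallest p among those past the threshold with a mean abundance of at least 1 FPKM (the rule was written for depth-scaled counts and carried over), beside 6 preset genes (PLCL2, PLCL1, PGR, ESR1, OXTR and GJA1) and the genes of the preset lists. Genes named outside this rule are said to be so.

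A set of 7 lists were tested with fry from limma in each contrast, a family of 42 tests: 14 candidate activators and 20 candidate repressors of PLCL2 taken from the study (19 from its table, which has SMC2, and SMC3, which its text names instead), 10 progestin response genes, 10 estrogen response genes (9 of them in the table), 14 immediate-early genes, 10 contractile genes and 10 proliferation genes. The study named its candidate regulators from other data. Lists of markers for blood, epithelium, endothelium, immune cells, mesothelium, adipocytes, fibroblasts and decidual stroma served to describe tissue composition. A library's score for a list is the mean z-score of the genes of the list over the 43 libraries. All of these lists, the 6 contrasts, the correlations of PLCL2, the threshold and the first set of alternatives were fixed before the data were examined, and the closing section names the alternatives added later. A further 3 lists of 10 genes each (epithelial, immune and proliferation genes outside the first lists) were written afterwards to examine single libraries.

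Correlations across libraries are Pearson's r and Spearman's rho on log2(FPKM + 1), with two-sided permutation tests of 100000 resamples (exact enumeration in the mid-secretory group). They were repeated after subtracting group means, with permutation inside groups, within each group, without the 2 libraries farthest from the median of the x axis, and with each library left out. The median r of each regulator list was set against 10000 random lists matched on mean abundance. Correlations of fold changes between contrasts run across genes, which are not independent replicates, and were set against 100 permutations of the group labels and 100 simulations of unchanged groups. The number of genes called in each contrast was set against 100 splits of the libraries of both groups, the real split included. The inferred progesterone receptor activity that the study computed from a mouse signature was not computed here, and the signature was not used here.

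Coordinates, GC content and transcript length come from GENCODE release 44 (hg38), in which 19582 of the gene symbols were found, 94.5% of the genes tested. The GC and length trend of each library was fitted over 14597 genes with splines of 5 degrees of freedom and removed from 17802 genes in one of the alternatives. The other alternatives were a pseudocount of 0.1, no filter on low values, a mean FPKM over 1, upper quartile scaling, rescaling of every library to the same total (TPM), a fit to only the groups compared, a block on replicate number, array quality weights, the epithelial score as a covariate, and each library left out in turn. The closing section gives their effect.

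The scripts were tested on simulated data first. With 200 of the 18838 genes changed by 1 log2 unit, limma recovered 71.5% of them between the mid-secretory and proliferative groups and 80.5% between the Provera and post-menopausal groups, and false calls were 5.3% and 5.29% of all calls. The changed genes were drawn from those with a mean log2(FPKM + 1) over 1, so recovery of lower genes is not covered. Genes were simulated as independent, so false calls that arise from correlated genes are not covered either. Simulated pairs with a true r of 0.5 gave a mean r of 0.49 over 300 pairs, and p was under 0.05 in 93.0% of 100 tests against 5.0% at a true r of 0. Scripts ran under Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.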

Results

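The study followed PLCL2, a phospholipase C-like protein that restrains calcium signalling, and asked whether its transcript tracks progesterone receptor activity in human myometrium. For this purpose, RNA-seq profiles were collected from 43 nonpregnant myometrial specimens that span a range of hormonal states: 13 proliferative, 6 mid-secretory, 14 post-menopausal and 10 Provera-treated. Depth per library is unknown because the values are FPKM. The FPKM totals ranged from 677578 to 942159 in the proliferative group, from 720498 to 866720 in the mid-secretory group, from 587617 to 795624 in the post-menopausal group and from 694277 to 826159 in the Provera group. The number of genes at 1 FPKM or more was 14542 ± 160 (SD, n = 13), 14536 ± 241 (n = 6), 14649 ± 270 (n = 14) and 14657 ± 279 (n = 10) in the same order.

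Most libraries resembled one another closely. The median correlation of a library with the others of its group, across genes on the log2 scale, was at least 0.938 in 42 libraries and 0.834 in Provera replicate 8. No pair of libraries was a duplicate; the closest pair, proliferative replicate 5 and Provera replicate 5, had r = 0.988 and differed in 99.8% of genes. In a principal component analysis the first component held 22.1% of the variance and group accounted for 8.8% of it, while the second held 15.7% and group accounted for 36.3% of it. The labels give no batch within which the comparisons could be repeated, so a batch and a group cannot be told apart where they coincide.

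**Figure D1:**
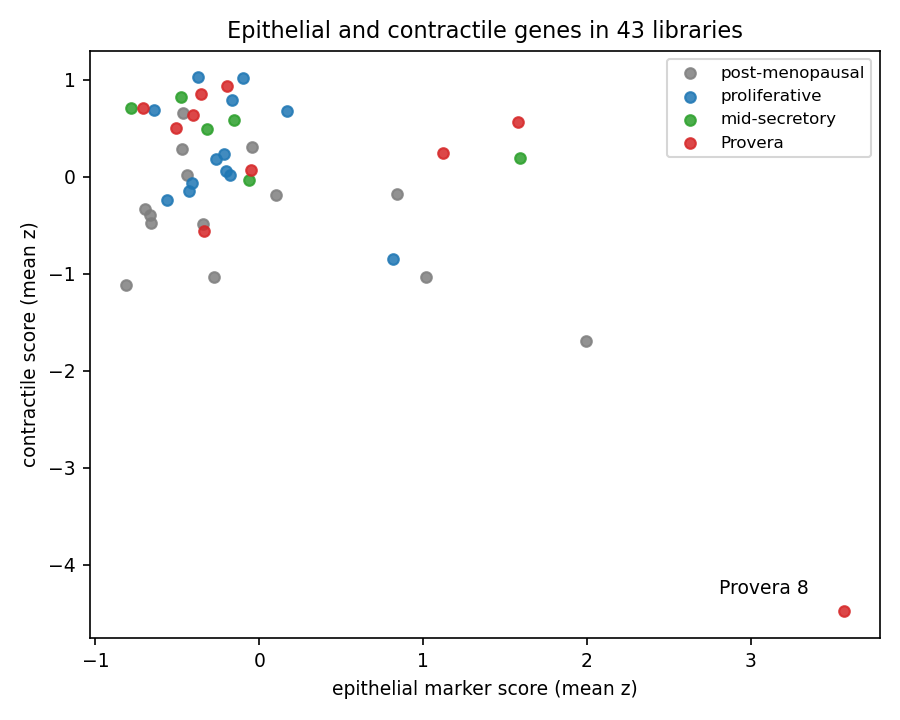
Contractile score against epithelial marker score (each the mean z-score of 10 genes) in the 43 libraries, coloured by group. Provera replicate 8 lies at 3.57 and -4.48, away from the other libraries.

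The abundance of PLCL2 was compared among the groups first. PLCL2 (ENSG00000154822.18, protein coding) lies on chromosome 3 from 16802651 to 17090604 on the plus strand of hg38, and its span includes PLCL2-AS1 and MIR3714. Its level was 10.6 ± 3.28 FPKM in post-menopausal specimens (SD, n = 14), 13.5 ± 7.90 in proliferative (n = 13), 13.9 ± 8.28 in mid-secretory (n = 6) and 14.3 ± 6.06 in Provera-treated specimens (n = 10). The log2 fold change of PLCL2 was 0.33 ± 0.23 (SE) for Provera against post-menopausal, with a limma adjusted p of 0.332, and 6 of the 10 Provera libraries lay above the post-menopausal median. In the other 5 contrasts it ranged from -0.24 to 0.22, and no PLCL2 difference exceeded the spread between specimens. The setting that moved the Provera against post-menopausal value most was removal of the GC and length trend, which gave 0.20 (adjusted p 0.610; range of adjusted p over the 10 settings 0.149 to 0.610). The value for mid-secretory against proliferative, -0.02, changed sign in 5 of the 19 fits that left out a library, most without mid-secretory replicate 1, at 0.17, and the value for Provera against mid-secretory, 0.12, changed sign without the same library, to -0.08.

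PGR, the gene of the progesterone receptor (ENSG00000082175.16; chromosome 11, 101029624 to 101129813, minus strand, overlapped by PGR-AS1), was measured at 546 ± 238 FPKM in proliferative specimens (n = 13), 448 ± 271 in Provera-treated (n = 10), 339 ± 127 in mid-secretory (n = 6) and 336 ± 226 in post-menopausal specimens (n = 14). Its largest fold change was -0.78 ± 0.32 (SE) on the log2 scale for post-menopausal against proliferative, with a limma adjusted p of 0.243, and 12 of the 14 post-menopausal libraries lay below the proliferative median. None of the 6 contrasts of PGR passed the threshold. Its difference between mid-secretory and post-menopausal specimens, 0.17, became -0.02 after rescaling to TPM.

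**Figure D2:**
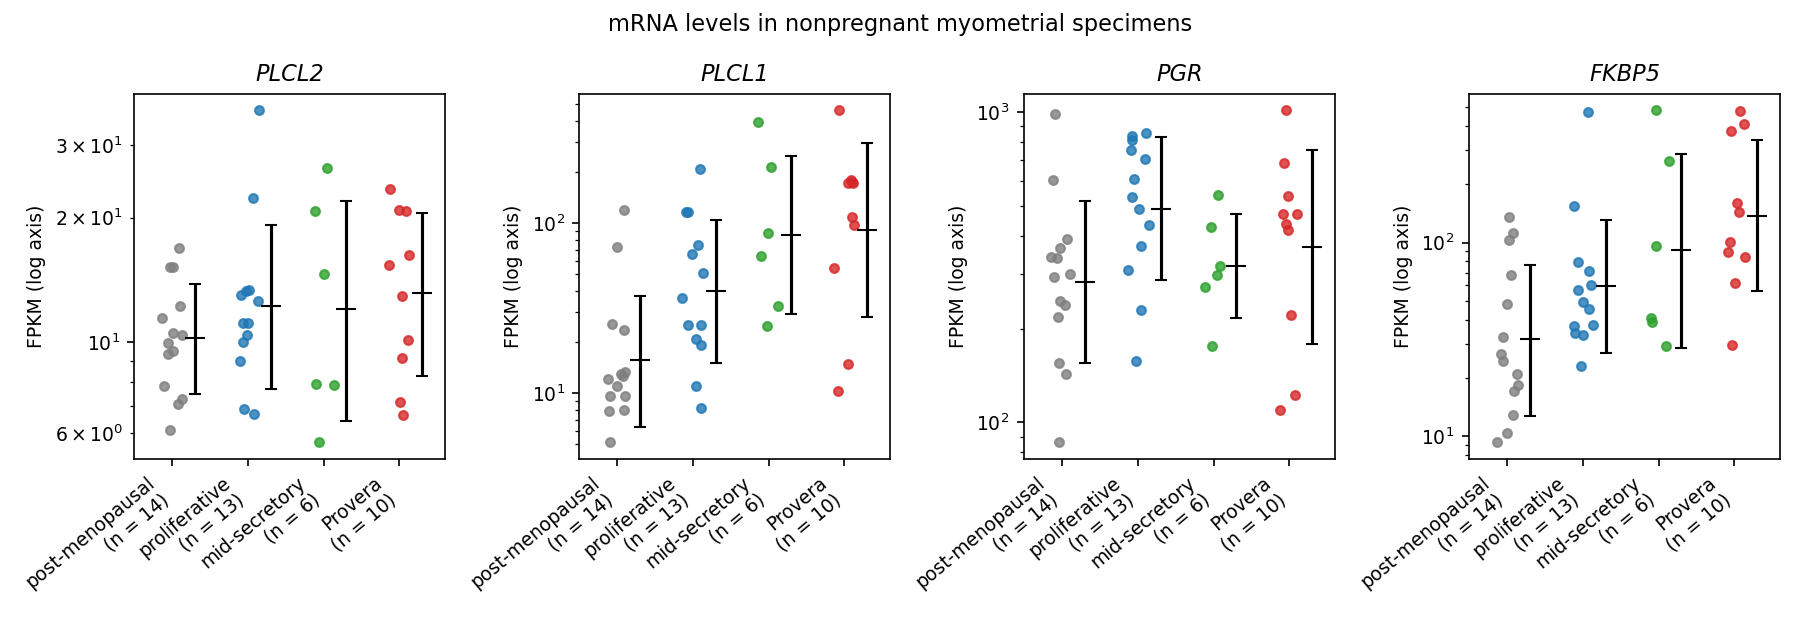
FPKM of PLCL2, PLCL1, PGR and FKBP5 in each of the 43 specimens on log axes, by group; each point is a specimen, and the horizontal mark with its bar is the mean ± 1 SD computed on the log2(FPKM + 1) scale. PLCL2 ranged from 5.71 to 36.5 FPKM with overlapping groups, whereas 9 of the 10 Provera specimens lay above the post-menopausal median for PLCL1.

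The paralog PLCL1 (ENSG00000115896.17; chromosome 2, 197804593 to 198572581, plus strand) varied more. Its level was 24.5 ± 32.1 FPKM in post-menopausal specimens (SD, n = 14), 60.1 ± 58.0 in proliferative (n = 13), 135.9 ± 143 in mid-secretory (n = 6) and 145 ± 129.5 in Provera-treated specimens (n = 10). PLCL1 was higher in Provera than in post-menopausal libraries by 2.47 ± 0.56 (log2, SE; limma adjusted p 0.00373; 0.00109 to 0.0197 over 10 other settings), in 9 of 10 libraries relative to the post-menopausal median. The mid-secretory difference from post-menopausal specimens was 2.37 ± 0.66 with a limma adjusted p of 0.0407, and all 6 mid-secretory libraries lay above that median. This second call was lost in 12 of the 20 fits that left out a library. The adjusted p was highest, 0.130, without mid-secretory replicate 6, where the fold change was 1.94.

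OXTR, the oxytocin receptor gene (ENSG00000180914.11; chromosome 3, 8750381 to 8769628, minus strand, overlapped by CAV3), was low and uneven, at 14.7 ± 16.7 FPKM in Provera-treated (SD, n = 10), 4.00 ± 9.38 in proliferative (n = 13), 1.95 ± 3.31 in mid-secretory (n = 6) and 1.51 ± 3.95 in post-menopausal specimens (n = 14). It was higher in Provera than in post-menopausal specimens by 2.48 ± 0.53 (limma adjusted p 0.00249), in 10 of 10 libraries. Against proliferative specimens the OXTR difference was 1.85 ± 0.54, which passed when adjusted over the list alone (6 preset genes) and not over all genes (adjusted p 0.296). ESR1 (ENSG00000091831.25; chromosome 6, 151656691 to 152129619, plus strand, overlapped by SYNE1) ranged from 55.1 ± 28.0 FPKM in Provera-treated (n = 10) to 66.3 ± 36.2 in post-menopausal specimens (n = 14). GJA1 (ENSG00000152661.9; chromosome 6, 121435595 to 121449727, plus strand) ranged from 162 ± 80.7 in proliferative (n = 13) to 196 ± 83.2 in Provera-treated specimens (n = 10). Neither ESR1 nor GJA1 passed the threshold in any of the 6 contrasts. Over the 6 preset genes and 6 contrasts, 5 differences passed when adjusted over the list alone and 3 over all genes tested.

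The relation between PLCL2 and the progesterone receptor across the 43 specimens was then examined, in a family of 4 correlations. PLCL2 and PGR mRNA gave r = 0.031 (two-sided permutation p 0.845, adjusted 0.845) and rho = 0.018 (p 0.909). After group means were removed r was -0.028, and without the 2 libraries farthest from the median of PGR it was -0.073. Leaving out Provera replicate 8 gave -0.032 and leaving out post-menopausal replicate 6 gave 0.095, so the sign was not fixed by these data. Within groups, PLCL2 and PGR gave r = -0.103 (post-menopausal, n = 14, permutation p 0.727), -0.030 (proliferative, n = 13, permutation p 0.923), 0.177 (Provera, n = 10, permutation p 0.618) and -0.406 (mid-secretory, n = 6, exact permutation p 0.438). The setting that moved the pooled value most was TPM, at -0.101.

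A score of 10 progestin response genes stood in for receptor activity. All 10 are expressed in this tissue at a median of 1 FPKM or more, and the list also responds to the glucocorticoid receptor. Under fry the list did not pass for Provera against proliferative, Provera against post-menopausal or mid-secretory against proliferative (adjusted p 0.666 each). Of its genes, 9 were higher in Provera than in proliferative specimens, but 8 were also higher in post-menopausal than in proliferative ones. The score was thus not shown to follow progestin exposure here. A weak correlation with it cannot decide whether PLCL2 tracks receptor activity. PLCL2 and this score gave r = 0.176 (permutation p 0.257, adjusted 0.514) and rho = 0.190 (p 0.221), 0.164 after group means were removed and 0.111 without the 2 farthest libraries. Within groups r for PLCL2 was 0.198 (post-menopausal), 0.262 (proliferative), 0.048 (Provera) and 0.145 (mid-secretory). The lowest value, 0.070, came with TPM. PLCL1 and PGR gave r = 0.032 (permutation p 0.841, adjusted 0.845) and rho = 0.028 (p 0.862), -0.075 after group means were removed and -0.092 without the 2 farthest libraries. PLCL1 and the progestin score gave r = 0.349 (permutation p 0.0225, adjusted 0.0900) and rho = 0.301 (p 0.0513), 0.324 after group means were removed and 0.311 without the 2 farthest libraries. In the groups that value was 0.460 (post-menopausal), -0.069 (proliferative), 0.404 (Provera) and 0.622 (mid-secretory), and none of the 4 pooled correlations passed after adjustment.

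**Figure D3:**
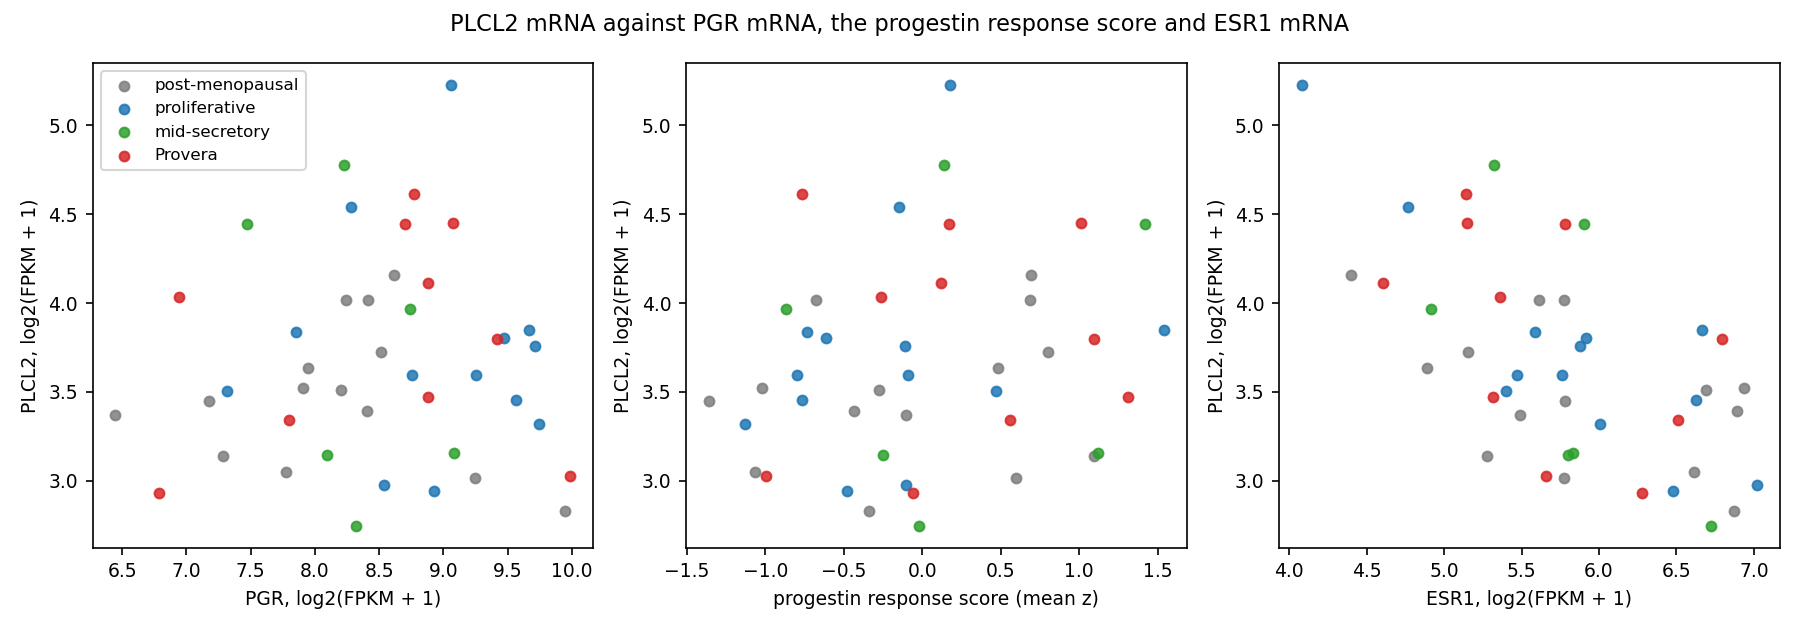
PLCL2 mRNA on the vertical axes, as log2(FPKM + 1), against PGR mRNA on the same scale, the progestin response score (mean z-score of 10 genes) and ESR1 mRNA; each point is 1 of 43 specimens, coloured by group. The r values are 0.031, 0.176 and -0.618.

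The study had proposed candidate activators and repressors of PLCL2 from other data, so PLCL2 was correlated with each of the 34 genes. All of them have a median of at least 1 FPKM here. Only ESR1, a candidate activator, passed adjustment over the family of 34, with a negative sign: r = -0.618 (two-sided permutation p 3e-05, adjusted 0.00102) and rho = -0.573 (p 9e-05, adjusted 0.00306). Without the 2 farthest libraries r was -0.534, it ranged from -0.644 to -0.550 when single libraries were left out, and it was -0.617 after group means were removed. The sign was negative in each group, at -0.521 (post-menopausal, n = 14, permutation p 0.0564), -0.841 (proliferative, n = 13, permutation p 5.3e-04), -0.503 (Provera, n = 10, permutation p 0.140) and -0.634 (mid-secretory, n = 6, exact permutation p 0.183). The setting that moved the number of genes passing most was removal of the GC and length trend, with 3 in place of 1, all negative. The most negative after ESR1 (-0.625) were KMT2A (-0.458) and ARID1A (-0.447), candidate repressors with the sign expected of a repressor. As deposited their r was -0.336 and -0.250, short of the threshold. The median r was -0.031 for the 14 activators, at the 11.1 percentile of 10000 random lists of matched abundance, and -0.074 for the 20 repressors, at the 4.2 percentile. The medians of the random lists were 0.081 and 0.054. The repressor percentile depended on the choice of genes: without SMC3, which the text but not the table of the source lists, the median r of the other 19 was -0.027, at percentile 15 (random lists 0.052). Of the 14 activators, 6 had a positive r with PLCL2, as had 6 of the 20 repressors. The scaling moved these values as well: with TPM 3 activators and 1 repressor were positive (median r -0.135 and -0.212), and without the GC and length trend 7 and 10 (0.041 and -0.004).

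Gene-wide comparisons asked how far the hormonal states differ in their transcriptomes. Of 18838 genes, 3143 differed between Provera and post-menopausal specimens, 1728 higher and 1415 lower with Provera, and of these 216 rose and 69 fell by at least 1 log2 unit. Between mid-secretory and post-menopausal specimens 622 genes differed, 371 higher and 251 lower. Both calls were shared by 386 genes, 385 of them in the same direction, and the shared post-menopausal libraries raise such an overlap. No gene passed between Provera and proliferative specimens (2027 at an unadjusted p under 0.05, smallest adjusted p 0.154) or between post-menopausal and proliferative specimens (2837 at an unadjusted p under 0.05, smallest adjusted p 0.0863). Mid-secretory and proliferative specimens differed in 1 gene (913 unadjusted) and Provera and mid-secretory specimens in 2 (1795 unadjusted). Among the planned and added settings, the count for Provera against post-menopausal moved most with array quality weights among fits without a block, to 4102.

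Single libraries decided part of these counts. Without Provera replicate 6, 1970 genes differed between Provera and post-menopausal specimens, against 4115 without Provera replicate 8. Without mid-secretory replicate 1, 128 genes differed between mid-secretory and post-menopausal specimens, against 928 without mid-secretory replicate 4. Without proliferative replicate 1, 223 genes, and without post-menopausal replicate 6, 123 genes, differed between post-menopausal and proliferative specimens, where all libraries gave 0 (2837 at an unadjusted p under 0.05). The balance of higher and lower calls followed the scaling. The share of higher calls for Provera against post-menopausal was 55.0% as deposited, 38.1% after upper quartile scaling, 27.9% after rescaling to TPM and 38.9% after removal of the GC and length trend. For mid-secretory against post-menopausal it was 59.6%, 32.5%, 14.6% and 46.8%. Rescaling to TPM shifted the median log2 fold change of all genes in that contrast from 0.015 to -0.112.

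The genes with the smallest p were named by the preset rule. Between Provera and post-menopausal specimens, the higher ones were NIN (log2 0.71 ± 0.12 SE, limma adjusted p 4.44e-04), SPON1 (1.42 ± 0.23, 5.30e-04) and SORT1 (1.31 ± 0.22, 5.88e-04), each above the post-menopausal median in 10 of 10 Provera libraries. The lower ones were LAG3 (-1.23 ± 0.18, 2.62e-04), SLC25A42 (-0.87 ± 0.13, 2.62e-04) and SOX15 (-1.18 ± 0.18, 4.44e-04), each below that median in 10 of 10. SORT1, for example, was measured at 141 ± 53.9 FPKM in Provera-treated (SD, n = 10) and 57.4 ± 26.6 in post-menopausal specimens (n = 14), and LAG3 at 3.27 ± 1.25 and 9.28 ± 3.76. SORT1 lies on chromosome 1 from 109309568 to 109397918, SPON1 on chromosome 11 from 13962723 to 14268133, NIN on chromosome 14 from 50719763 to 50831162, LAG3 on chromosome 12 from 6772512 to 6778455, SLC25A42 on chromosome 19 from 19063994 to 19113030 and SOX15 on chromosome 17 from 7588178 to 7590094. SOX15 overlaps MPDU1 and SPON1 overlaps SPON1-AS1, so their values are less certain if reads were shared. All 6 passed in each of the 10 other settings and in each of the 24 fits that left out a library.

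Between mid-secretory and post-menopausal specimens the higher genes were UBR4 (0.94 ± 0.16, limma adjusted p 0.00539), DYNC1I2 (0.70 ± 0.13, 0.00596) and ENTPD4 (0.74 ± 0.14, 0.00639), in 6 of 6 mid-secretory libraries. The lower ones were SOX15 (-1.33 ± 0.21, 0.00169), EDA2R (-1.67 ± 0.30, 0.00596) and CEBPB-AS1 (-0.86 ± 0.16, 0.00639), also in 6 of 6. UBR4 lies on chromosome 1 from 19074510 to 19210266, DYNC1I2 on chromosome 2 from 171687409 to 171750158, ENTPD4 on chromosome 8 from 23385783 to 23457695 (overlapped by LOXL2), EDA2R on chromosome X from 66595637 to 66639298 and CEBPB-AS1 on chromosome 20 from 50184598 to 50191498 (overlapped by CEBPB). UBR4 was measured at 434 ± 96.2 FPKM in mid-secretory (SD, n = 6) and 228 ± 63.4 in post-menopausal specimens (n = 14), and EDA2R at 0.690 ± 0.432 and 4.85 ± 2.83. At such low levels the pseudocount of 1 shrinks the fold change, which for EDA2R was -2.60 with a pseudocount of 0.1. These 6 genes also passed in all 10 other settings and all 20 fits without a library.

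The contrasts with few calls rested on LOC100652768 and POTEJ, of which POTEJ had low values. LOC100652768, which has no coordinates in the annotation, was lower in Provera than in mid-secretory specimens (-0.79 ± 0.14, limma adjusted p 0.0154), at 4.03 ± 0.985 against 7.76 ± 2.04 FPKM (SD, n = 10 and 6). POTEJ (chromosome 2, 130611440 to 130658037) fell outside the rule and is named after its values were seen, since it made up the remaining calls: it was 0.72 ± 0.11 higher in mid-secretory than in proliferative specimens (limma adjusted p 0.00247) and 0.69 lower in Provera than in mid-secretory ones (log2 -0.69 ± 0.12, limma adjusted p 0.0141). Its mean was 1.36 ± 0.610 FPKM in mid-secretory (n = 6) and 0.410 ± 0.190 in proliferative specimens (n = 13). POTEJ belongs to a family of near-identical genes, which makes its values uncertain. Without mid-secretory replicate 4 both genes lost the call against Provera (adjusted p 0.154 for each), LOC100652768 also lost it without mid-secretory replicate 3 (0.0936) and POTEJ without mid-secretory replicate 2 (0.0974). With only the groups compared in the fit, none of these calls remained: the adjusted p was 0.659 for LOC100652768 and for POTEJ against Provera and 0.190 for POTEJ against proliferative specimens. A pseudocount of 0.1 raised the latter to 0.257, with a log2 fold change of 1.52 in place of 0.72.

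Preset gene lists were tested with fry, in a family of 42 tests. Of these 1 passed: the estrogen response list was lower in post-menopausal than in proliferative specimens (two-sided p 6.14e-04, adjusted 0.0258). All 9 genes of the list had a negative fold change, with a median of -0.73, and the list score lay below the proliferative median in 13 of the 14 post-menopausal libraries. Of the 9 genes, 8 have a median of at least 1 FPKM and 1, PGR, is also a candidate activator. GREB1 (-0.98 ± 0.27) and CA12 (-1.66 ± 0.42) passed when adjusted over the list alone and 0 genes over all genes tested, with 5 at an unadjusted p under 0.05. In Provera against post-menopausal the list did not pass (adjusted p 0.502), though 4 of its genes (GREB1, IGF1, STC2 and CA12) passed when adjusted over the list alone and 3 over all genes. In mid-secretory against post-menopausal (adjusted p 0.586) 3 genes (GREB1, IGF1 and CA12) passed over the list alone and 1 over all genes, and in the remaining 3 contrasts 0 passed, with 1 unadjusted. Camera with a preset correlation called 12 of the 42 tests, of which 1 held under fry and 0 under camera with an estimated correlation.

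The other 6 lists did not pass under fry with the values as deposited. With the GC and length trend removed, the candidate repressors passed as lower in Provera than in post-menopausal specimens (fry adjusted p 0.0348). The 10 progestin response genes had a median log2 fold change of 0.45 for Provera against proliferative (9 of 10 higher, adjusted p 0.666) and 0.47 for mid-secretory against proliferative (10 of 10 higher, adjusted p 0.666). Post-menopausal specimens also had 8 of 10 higher than proliferative ones (median 0.30), and the remaining medians were 0.25 for Provera against post-menopausal (6 of 10 higher), 0.18 for mid-secretory against post-menopausal (9 of 10) and -0.01 for Provera against mid-secretory (5 of 10). In Provera against post-menopausal, FKBP5 (chromosome 6, 35573585 to 35728583; 2.09 ± 0.51, limma adjusted p 0.00575) and ZBTB16 (chromosome 11, 114059041 to 114256765; 2.08 ± 0.51, 0.00563) passed both when adjusted over the list alone and over all genes, each in 10 of 10 libraries. Medians over the 6 contrasts ran from -0.18 to -0.04 for the activators (4 calls when adjusted over the list alone, FOXO1 and STAT3 in 2 contrasts each, and 3 over all), from -0.06 to 0.04 for the repressors, from -0.93 to 0.66 for the immediate-early genes (0 and 0, with 8 unadjusted), from -0.76 to 0.97 for the contractile genes (0 and 0, with 8 unadjusted) and from -0.13 to 0.24 for the proliferation genes (1 call over the list alone and 1 over all, in different contrasts). All 10 contractile genes were lower in post-menopausal than in proliferative specimens (median -0.76). All 10 were higher in mid-secretory (0.97) and in Provera-treated (0.35) than in post-menopausal specimens. The fry adjusted p was 0.586, 0.586 and 0.666 in the same order. Of the list directions, 8 of 42 flipped after rescaling to TPM.

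Composition markers were counted in the same way, adjusted over the list alone. Over the 6 contrasts, median fold changes ran from 0.07 to 1.04 for epithelium (0 genes, with 1 unadjusted), from -0.23 to -0.02 for endothelium (0, with 3 unadjusted and 1 over all genes tested), from -0.12 to 0.31 for immune cells (0, with 0), from -0.19 to 0.33 for mesothelium (0, with 6), from -0.19 to 0.52 for decidual stroma (0, with 7), from -0.29 to 0.18 for adipocytes (1 gene, 0 over all) and from -0.29 to 0.30 for fibroblasts (2 genes, 0 over all). For blood, with 4 genes tested, the range was 0.07 to 1.04. All 4 (HBB, HBA1, HBA2 and ALAS2) passed over the list alone in Provera against proliferative, where 0 passed over all genes. ALAS2 passed again in Provera against post-menopausal, there over all genes as well (0.35 ± 0.09, limma adjusted p 0.00929), and over the list alone in Provera against mid-secretory. The numbers of listed genes with a median of at least 1 FPKM in this tissue were 6 of 10 for epithelium, 8 of 8 for endothelium, 10 of 10 for immune cells, 3 of 6 for mesothelium, 6 of 8 for decidual stroma, 2 of 6 for adipocytes, 8 of 8 for fibroblasts and 3 of 8 for blood.

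Whether the differences under Provera resemble those of the mid-secretory phase was asked by correlating fold changes across 18838 genes. Provera against post-menopausal and mid-secretory against post-menopausal gave r = 0.689, where simulated unchanged groups sharing the post-menopausal libraries gave a mean of 0.354 and permuted labels 0.365. Against the shared proliferative libraries r was 0.316, below the simulated mean of 0.370 and the permuted mean of 0.381. In the pairs of contrasts that share no library, r was 0.236 for Provera against post-menopausal with mid-secretory against proliferative. It was 0.237 for Provera against proliferative with mid-secretory against post-menopausal. The simulated mean was 0.001 for each. Permuted labels gave 0.014 ± 0.207 (SD) and -0.016 ± 0.228 in the same order, with an r as high in 13 and 11 of 100 permutations. The value of 0.237 became 0.427 without Provera replicate 8, the only library left out here, and 0.390 with the epithelial score as a covariate.

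GC content was related to the direction of change with Provera. Across 14597 genes, the Spearman correlation of the log2 fold change with GC content was -0.389 for Provera against proliferative, -0.309 against post-menopausal and -0.371 against mid-secretory specimens, where the contrasts without Provera gave 0.053 (mid-secretory against proliferative), 0.102 (post-menopausal against proliferative) and -0.039 (mid-secretory against post-menopausal). Genes called higher with Provera than in post-menopausal specimens had a median GC content of 42.3% and a median transcript length of 5372 bases, and genes called lower 54.8% and 2933 bases. The difference in length was not specific to Provera, since the genes called in mid-secretory against post-menopausal had medians of 4910 bases (higher) and 2899 (lower), while their GC content was 47.7% and 48.8%. The same trend by library, each library set against the mean of all, was -0.186 ± 0.204 in Provera (SD, n = 10), 0.072 ± 0.192 in post-menopausal (n = 14), 0.015 ± 0.185 in proliferative (n = 13) and 0.024 ± 0.289 in mid-secretory specimens (n = 6). Provera libraries differed from the other 33 by -0.227 (two-sided permutation p 0.00362), a comparison chosen after the trend was seen. The size of the trend was uneven within the group: Provera replicates 1, 3 and 6 were at -0.508, -0.476 and -0.428, and the other 7 between -0.125 and 0.049.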

Values the study reported

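The study reported a Pearson correlation of r = 0.47 between T-scores, its measure of inferred progesterone receptor activity, and PLCL2 mRNA in 43 specimens. These were 13 proliferative, 6 secretory, 14 post-menopausal and 10 Provera-treated specimens.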

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

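The marker and response lists were fixed before the data were examined, whereas the tests of explanations in this part were chosen only after the results were seen. Single libraries in the Provera and mid-secretory groups were compared with the rest of their group for 78 sets of values, by the gap to the nearest library as a share of the group's range. About 1 in 20 such sets exceeds the 95% critical value by chance, so about 3.9 were to be expected and 11 were found, 7 of them in Provera replicate 8 and 4 in other libraries. Sets such as list scores are not independent of one another.

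Provera replicate 8 stood apart from the 9 other Provera libraries. Its median correlation with them was 0.834, where theirs lay between 0.963 and 0.978. Its contractile score was -4.48 (others -0.556 to 0.932), its endothelial score -2.94 (-0.733 to 1.36), its fibroblast score -2.86 (-0.553 to 0.923) and its mesothelial score 2.86 (-0.642 to 0.643). DYNC1I2 was at 38.2 FPKM (others 60.7 to 85.5) and ENTPD4 at 28.2 FPKM (45.2 to 71.6). Against the median of the others, 2722 genes were at least 2 times higher and 2334 at least 2 times lower.

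All 10 epithelial markers were above every other Provera library, with a median log2 ratio of 6.86, although 6 of these 10 genes have a median of at least 1 FPKM in the series. ELF3 was at 729 FPKM against a median of 1.00, KRT8 at 492 against 13.5, KRT18 at 440 against 5.07, PAX8 at 259 against 1.27 and EPCAM at 239 against 1.03. Of 10 further epithelial genes outside the list, 9 were above all others, with a median log2 ratio of 5.39. MYH11 was at 43.3 FPKM against 3316 and ACTA2 at 146.5 against 8666. A set of 3 technical accounts were set against this. Fewer smooth muscle cells with the other types in their usual proportions would raise every other marker list alike, but endothelial markers fell (median log2 ratio -1.44) and fibroblast markers fell (-2.72) while epithelial ones rose. GC content or length bias would vanish on removal of that trend, but the median r became 0.796 (others 0.954 to 0.974). A library of another group under the wrong label would resemble that group, but its highest median r with another group was 0.841, where the lowest within-group value of the remaining 42 libraries was 0.938. Epithelial cells in the specimen are therefore a candidate explanation, as a hypothesis. Whether they came from the endometrium next to the sampled muscle, from a lesion or from an exchange with a specimen outside the series was not tested, and no biological explanation was tested. Leaving this library out raised the genes differing between Provera and post-menopausal specimens from 3143 to 4115.

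Mid-secretory replicate 1 had an epithelial score of 1.59, where the 5 other mid-secretory libraries lay between -0.782 and -0.066. Epithelial cells in the specimen may explain this: 10 of 10 epithelial genes outside the list were also above all 5 others, with a median log2 ratio of 2.63. Its contractile genes had a median log2 ratio of -0.42. Without this library 128 genes differed between mid-secretory and post-menopausal specimens, against 622 with it. With the epithelial score as a covariate the number was 1012, which goes against the epithelial content as the cause of those calls. The fall was not particular to this library: 143, 196 and 240 genes differed without mid-secretory replicates 2, 6 and 5. Without replicates 3 and 4 the numbers were 539 and 928. The cause of the lower numbers was not tested further.

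Provera replicate 4 had a proliferation score of 2.53 (others -0.599 to 1.01) and an immune score of 1.88 (others -0.378 to 0.732). Dividing cells in the specimen are a candidate explanation of the former: of 10 proliferation genes outside the list, 9 were above all 9 other Provera libraries, with a median log2 ratio of 1.38, although these stayed low (TPX2 at 8.02 FPKM, CENPF at 10.2). The change was not confined to these genes. Epithelial markers were also higher than in the median of the others, by a median log2 ratio of 3.00 (9 of 10 genes) and 1.72 in the second list (10 of 10), fibroblast markers by 0.96 (6 of 8), and the decidual stroma score was 1.89. Other tissue in the specimen, such as the adjoining endometrium, therefore stays open and was not tested. Immune cells as the source of the latter cannot be told apart from a narrower change. Of the 10 listed immune genes, 8 were above all 9 other Provera libraries, with a median log2 ratio of 0.86. Of 10 immune genes outside the list, only 3 were above all others (LCP1 at 158 FPKM against a median of 35.6). CD74 and HLA-DPA1 were below the median, and the median log2 ratio of these 10 was 0.47. No biological explanation was tested.

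OXTR was at 8.66 FPKM in mid-secretory replicate 2, where the 5 others lay between 0.14 and 1.18 FPKM. Removal of the GC and length trend left the gap at 0.701 of the range, so such a bias as its cause is argued against. Reads of CAV3, which overlaps OXTR, stay open. CAV3 was listed at 0 FPKM in this library and at most at 0.40 in the others. That value cannot decide, because CAV3 reads assigned to OXTR would also leave CAV3 near 0. A difference between persons stays open and was not tested. Of the 78 sets, this number of single departures is near what chance gives once Provera replicate 8 is set aside.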

How the results depend on the processing

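The settings added after the data were seen are TPM, a mean FPKM over 1, array quality weights, removal of the GC and length trend, the epithelial score as a covariate, the candidate repressors without SMC3, and the leaving out of Provera, proliferative and post-menopausal libraries. Not run, because they need counts, were DESeq2 size factors, total counts alone, a mean depth-scaled count over 1, voom with quality weights, 2 surrogate variables by svaseq and a prior count of 0.5. An absent filter has no effect on correlations between single pairs of genes.

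Counts of differing genes moved by over 1.5 times as follows. Mid-secretory against proliferative (1 gene) gave 0 with a pseudocount of 0.1, with only the groups compared and with a mean FPKM over 1, and 2 with TPM. Provera against mid-secretory (2) gave 1 with a pseudocount of 0.1, 1 with a mean FPKM over 1, and 0 with only the groups compared and with array quality weights. Post-menopausal against proliferative (0, with 2837 unadjusted) gave 497 with array quality weights. Mid-secretory against post-menopausal (622) gave 365 with only the groups compared (290 shared with the 622), 1216 with TPM (425 shared), 1199 with array quality weights (574 shared) and 1012 with the epithelial score as a covariate (622 shared). Provera against post-menopausal (3143) stayed between 2376 and 4102 without a block. Fewer libraries enter the fits to only the groups compared, and the filter at a mean FPKM over 1 removes POTEJ, whose mean is 0.53 FPKM. For the remaining changes the cause was not tested.

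When each library was left out in turn, the count ran from 1970 to 4115 for Provera against post-menopausal, from 128 to 928 for mid-secretory against post-menopausal, from 0 to 223 for post-menopausal against proliferative, from 0 to 6 for Provera against proliferative, from 1 to 6 for mid-secretory against proliferative and from 0 to 5 for Provera against mid-secretory. The libraries behind the lowest and highest counts are Provera replicates 6 and 8 in the first case and mid-secretory replicates 1 and 4 in the second. Leaving out proliferative replicate 1 gave the 223 and Provera replicate 10 gave the 6 and the 5, while mid-secretory replicate 4 gave the 6 for mid-secretory against proliferative and the 0 for Provera against mid-secretory. Post-menopausal against proliferative also gave 123 without post-menopausal replicate 6, 48 without replicate 11, 39 without replicate 7 and 31 without replicate 3. Mid-secretory against post-menopausal also fell to 143 without mid-secretory replicate 2, 196 without replicate 6 and 240 without replicate 5, and to between 259 and 348 without post-menopausal replicates 1, 2, 5, 10 or 13.

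Replicate numbers recur in all 4 groups but belong to different persons. The correlation of same-numbered libraries' deviations from their group means ranged from -0.287 to 0.348, with medians between -0.078 and 0.039, so the numbers share no more than a label. With replicate number as a block, 1753 genes differed between Provera and post-menopausal specimens (1725 shared with the 3143) and 167 between mid-secretory and post-menopausal specimens (145 shared with the 622), PLCL2 in mid-secretory against proliferative was 0.071, PLCL1 in mid-secretory against post-menopausal had an adjusted p of 0.0993, and 0 of the 42 list tests passed (2 unadjusted, smallest adjusted p 0.0581).

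PLCL2 and PGR stayed short of the threshold in all 6 contrasts under all settings. PLCL2 in mid-secretory against proliferative (-0.02) turned to 0.15 with array quality weights and 0.019 with the epithelial covariate, and ran from -0.23 (without mid-secretory replicate 6) to 0.17 (without mid-secretory replicate 1). In Provera against mid-secretory it ran from -0.075 (without mid-secretory replicate 1) to 0.33 (without mid-secretory replicate 6). PGR in mid-secretory against post-menopausal (0.17) was -0.02 with TPM. PLCL1 in Provera against mid-secretory (0.10) was -0.15 with array quality weights and -0.021 without the GC and length trend, and ran from -0.25 (without mid-secretory replicate 4) to 0.53 (without mid-secretory replicate 6). The correlation of PLCL2 with PGR (0.031) was -0.056 on linear FPKM, -0.028 within groups, -0.073 without the 2 farthest libraries, -0.026 without the Provera group and -0.101 with TPM, and ran from -0.032 (without Provera replicate 8) to 0.095 (without post-menopausal replicate 6). The values of this correlation lie near 0, whereas the fold changes in Provera against mid-secretory reached 0.33 for PLCL2 and 0.53 for PLCL1. The cause of each change of sign was not tested.

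With the GC and length trend removed, 3 candidate regulators in place of 1 passed with PLCL2, all with a negative r. The most negative after ESR1 (-0.625) were the candidate repressors KMT2A (-0.458) and ARID1A (-0.447), although 10 of the 20 repressors had a positive r in that setting. Of the list tests, 1 passed under fry and 0 under camera with an estimated correlation (smallest adjusted p 0.444, 1 unadjusted). Under camera with a preset correlation, which assumes little correlation among the genes of a list, 12 passed. Without the GC and length trend 2 passed under fry: the estrogen list as before, and the candidate repressors in Provera against post-menopausal. The repressors were lower there (fry p 0.00166, adjusted 0.0348), where the values as deposited gave higher (fry p 0.871). The correlation of PLCL2 with the progestin score kept its sign and stayed short of the threshold in 7 settings (0.070 to 0.194) and in the 43 fits without a library (0.123 to 0.226). The 4 correlations of fold changes kept their sign and moved by less than 1 SD of the permuted values under 6 settings, with Provera against proliferative and mid-secretory against post-menopausal moving most (0.237 to 0.390 with the epithelial covariate, and to 0.427 without Provera replicate 8). Among the named genes and PLCL1, 8 results under other settings and 16 with a library left out were weaker, all of them for POTEJ, LOC100652768 or PLCL1. The unknown depth means that low genes such as POTEJ cannot be given a counting error.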

Other observations

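The splits of the libraries for each contrast and the permuted labels are general tests set beforehand, whereas the splits for the estrogen list and the tests of explanations below were chosen only after the results were seen. Each contrast was set against 100 splits of its libraries into groups of the same sizes, the real one included. For Provera against post-menopausal 1 of the 100 splits gave as many genes (3143), and for mid-secretory against post-menopausal 1 of 100 (622), which is the real split in each case. The 1 gene of mid-secretory against proliferative was matched by 5 of 100 splits and the 2 genes of Provera against mid-secretory by 8 of 100, so these calls are within what arbitrary splits give. The genes at an unadjusted p under 0.05 were as many in 2 of 100 splits for Provera against proliferative (2027) and in 5 of 100 for post-menopausal against proliferative (2837). In that last contrast another split gave up to 1308 genes at an adjusted p under 0.05 where the real one gave 0, so the labelled groups are not the strongest division among these libraries, and what lies behind that split was not tested. For the estrogen response list in post-menopausal against proliferative specimens, 1 of 100 splits gave a p as small.

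Fold changes of the Provera and mid-secretory groups were compared with relabelled libraries, 101 arrangements with the real one. Relative to post-menopausal specimens, 4 of 101 gave r as high as 0.689. Relative to proliferative specimens, 61 of 101 gave r as high as 0.316, so no likeness beyond the shared libraries was found there. In the pairs that share no library, 14 of 101 arrangements gave r as high for Provera against post-menopausal with mid-secretory against proliferative, and 12 of 101 for Provera against proliferative with mid-secretory against post-menopausal. Provera replicate 8 decides the last value. With this library left out, a test chosen after the result was seen, r was 0.427 and 3 of 101 arrangements gave one as high, where the other pair without a shared library had 12 of 101, the post-menopausal pair 2 of 101 and the proliferative pair 54 of 101. The post-menopausal group differs from both other groups, which may by itself produce the first value. A shared progestin effect was therefore not separated from a difference of the post-menopausal specimens, and whether the pairs without a shared library resemble each other stays open, since 1 of them depends on 1 library.

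Genes that rose with Provera had a low GC content, and genes that fell a high one. A single library as its source is argued against, since 9 of the 10 Provera libraries showed the negative trend and the difference from the other groups stayed between -0.253 and -0.191 with any 1 of them left out (permutation p at most 0.0141). The trend was uneven, largest in Provera replicates 1, 3 and 6. A library preparation or sequencing batch cannot be told apart from the treatment: the Provera libraries differed from the others (permutation p 0.00362), and the labels give no run or day within which to compare them. GC content or length bias as the whole cause of the 3143 calls against post-menopausal specimens is argued against by the 1970 of them that were also called once the trend was removed. Epithelial cells in some specimens as the whole cause are argued against by the 2924 that were also called with the epithelial score as a covariate. Different FPKM totals are argued against in the same way by the 2346 that were also called after rescaling to TPM. The contractile score was not used as a covariate, so smooth muscle content as a cause of these calls stays open. A biological effect of Provera, or of the reason for its prescription, stays open and untested. For the 3143 calls, a difference of the post-menopausal specimens from the other groups stays open too. Mid-secretory specimens also differed from them, in 622 genes, whereas no gene passed between Provera and proliferative specimens. Against this, no gene passed between post-menopausal and proliferative specimens either.

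PLCL2 and ESR1 moved in opposite directions across specimens, r = -0.618, although ESR1 was listed as a candidate activator. Of 18837 genes, 9 had an r with PLCL2 at least as negative and 56 one at least as strong. Cell composition of the specimens is argued against as the whole cause, since r was -0.558 (permutation p 8e-05) after 4 composition scores were regressed out. GC content or length bias (-0.625 after the trend was removed), differences between the 4 groups (-0.617 after group means were removed) and different FPKM totals (-0.571 after rescaling to TPM) are argued against too. A correlation common to genes of this abundance is argued against by 0.0% of 500 matched genes having a lower r. A run or extraction batch was not recorded in the labels and stays open, as do cell states that the 4 scores do not capture. A candidate explanation, as a hypothesis found and examined on the same specimens, is that PLCL2 and estrogen receptor levels respond inversely to the same signal.

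PLCL1 seemed closer than PLCL2 to the progestin response list (r = 0.349 against 0.176). The difference of 0.173 was within what swapping the genes at random inside libraries gives (permutation p 0.214), and it was 0.175 without Provera replicate 8. Whether the list tracks PLCL1 and not PLCL2 therefore cannot be told apart from chance with 43 specimens. With FKBP5, a single gene of that list, PLCL1 gave r = 0.727 (rho 0.703; permutation p 1e-05, the smallest that 100000 resamples can give; adjusted 5e-05 over 5 pairs) and PLCL2 r = 0.441 (rho 0.425; p 0.00316, adjusted 0.00395). For PLCL1 and FKBP5, cell composition of the specimens (r = 0.701 after 4 scores were regressed out), differences between the 4 groups (0.604 after group means were removed) and GC content or length bias (0.695 after the trend was removed) are argued against as the whole cause. Within groups r was 0.609 (post-menopausal, permutation p 0.0181), 0.455 (proliferative, permutation p 0.118), 0.562 (Provera, permutation p 0.0900) and 0.916 (mid-secretory, n = 6, exact permutation p 0.0153), and without the 2 farthest libraries it was 0.697. Of 500 genes matched to FKBP5, 95.4% had a lower r with PLCL1, so the value is high but not singular. FKBP5 also responds to glucocorticoids, which stay open. PLCL1 and PLCL2 gave r = 0.573 (rho 0.541; p 9e-05, adjusted 1.5e-04), above 99.2% of the genes matched to PLCL1 in their r with PLCL2, and above 94.6% of those matched to PLCL2 in their r with PLCL1. The r of PLCL2 with FKBP5 was above 88.8% of matched genes, so it does not stand out from genes of that abundance. The pairs in this paragraph were chosen after the values were seen.

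Across the 43 specimens r was 0.031 between PLCL2 and PGR mRNA and 0.176 between PLCL2 and the progestin score. Both are numerically smaller than the correlation reported with inferred receptor activity, a different measure that was not computed here. Whether they differ from it was not tested, so they do not speak for or against it. With FKBP5, a single gene of the progestin list chosen after the values were seen, PLCL2 gave r = 0.441.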
